A study of Mus musculus with 4 samples. Its data were reported in "Loss of the transcriptional repressor TGIF1 results in enhanced Kras-driven development of pancreatic cancer" (2019).

How the data were processed

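RNA from cultured mouse primary pancreatic ductal adenocarcinoma (PDAC) cells was hybridized to Affymetrix MoGene whole-transcript arrays, 1 array per RNA sample and 1 color (biotin). The labels placed 2 arrays in the PKP group, tumor cells with a mutant Kras allele and deleted Trp53, and 2 arrays in the PKTP group, tumor cells that in addition carried a deletion of Tgif1. The groups and replicate numbers were taken from the sample titles, which call the replicates biological. The titles write the Trp53 and Tgif1 alleles as L/L. These are conditional alleles that Cre recombinase deletes, and their deletion is taken from the study's design. The sources used here do not say whether the 2 arrays of a group came from separate animals or from separate cultures of 1 animal, so p-values of single genes measure the spread between these arrays, which may be technical. The p-values of gene lists by limma's camera and those of chromosomes set genes against other genes. They do not measure a spread between animals or cultures.

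The deposited values were log2 expression levels per probe set. The authors made them with Expression Console and Transcriptome Analysis Console with default settings of the robust multiarray average (RMA), which subtracts background, quantile normalizes the arrays against each other and summarizes the probes of a set. Software versions were not given in the sources used here, and the submitters' processing notes name the genome build mm10. Quantile normalization forces the arrays to share 1 distribution, so a shift of all transcripts in 1 direction cannot be seen in these values. RMA also compresses differences near background, so the fold change of a gene at a low level in either group is understated. The median log2 value ran from 4.71 to 4.77 over the 4 arrays and the quartiles differed by at most 0.05 between arrays. The number of arrays, 2 per group, limits the precision.

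The value table held 35556 probe sets. In the platform annotation 21789 had 1 gene symbol, 1621 had several and 12146 had none. Of the latter, 6617 carried numbers below that of every annotated probe set and may be controls, and the other 5529 lay among the annotated ones. Probe sets with several symbols or none were tested but not named. The Entrez identifier of 21698 of the probe sets with 1 symbol was found in the RefSeq gene table of the same build, and no symbol needed an update. That table also gave the coordinates printed here. For the 999 of 19938 genes with more than 1 probe set, the one with the highest mean over all 4 arrays was used. Genes that share sequence with close family members, such as Ctla2a, Aldh1a7, the Ifitm genes and the glutathione S-transferases, may take signal from their relatives.

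All computation started from these log2 values, with no covariates. The main test was limma (version 3.58.1, R 4.3.3): lmFit and eBayes on all 35556 probe sets, with Benjamini-Hochberg adjustment over all of them and an adjusted p threshold of 0.05. The fit had 2 residual and 2.02 prior degrees of freedom. Every adjusted p of a gene below comes from this limma fit. Counts at the thresholds the methods state, at least 2-fold with an unadjusted p under 0.05, were taken from the same fit. The 36 gene lists, of 748 different genes, were written from general knowledge and from the study's text before the data were examined, and 702 of these genes had a probe set of their own. The study had drawn pathway categories from these same arrays. The lists for matrix, metaphase checkpoint, S phase, glutathione and bile acid metabolism match those categories. Others, such as the gastric and mesenchymal lists, hold genes the study named from these arrays. The counts and p-values of all these lists are not independent evidence. The other 46, Trp53 and Kras among them, were not analysed here. Lists with at least 5 measured genes, 34 in all, were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 34 lists. Beside it, camera was run with an estimated correlation, and fry tested each list on its own. With the estimated correlation the lowest adjusted p over the lists was 0.17. Lists whose estimated correlation lay below 0.01, such as the glutathione list (0.001), were not called either. A call lost in that setting therefore does not show that correlation between genes undoes it. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, permutations and plots.

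The rule for named genes was also fixed before the data were examined. It took the 12 genes with the largest rise and the 12 with the largest fall among genes past the threshold whose groups did not overlap, leaving out predicted genes and clone names. It added Tgif1, the genes the study names from these arrays or follows by other assays, and up to 4 genes per list with the largest change among members past the threshold, or 2 where none passed. The rule gave 140 different genes, of which 133 passed the threshold. List members outside the rule, such as the few that moved against their list, were named after their values were seen.

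The tests were tried on simulated data with the means and spread of these arrays. In 10 runs of 35556 probe sets with 200 changed genes each, limma recovered 0% of genes changed by 0.5 on the log2 scale, 4.0% of those changed by 1, 71.8% of those changed by 2 and 93.4% of those changed by 4. Of the calls, 5.26% were unchanged probe sets. In the data 5271 genes passed, with changes down to 0.34 in size. With so many more changed genes the adjusted threshold is less strict, so the simulated shares do not give the recovery in the data. Camera called the list of 30 moved genes in 10 of 10 runs and called 0 of 200 lists that had not been moved. The simulated genes varied independently, so this does not cover lists of correlated genes.

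The alternatives were quantile normalization or median centring of the 4 columns, leaving out dim probe sets (below the 25th percentile or the median of mean level), testing only probe sets with 1 symbol, an intensity trend with a robust prior, the methods' t-test, the mean of a gene's probe sets, the replicate number as a block, and leaving out each array in turn. With 1 array left out, the lone array of its group is assumed to vary like the 2 of the other group. For the lists, a preset correlation of 0.05 and a camera test on ranks were tried, and for the study's thresholds 1.5-fold and 4-fold. Leaving out the 6617 probe sets with the lowest numbers was added after the data were seen.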

Results

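Gene expression was measured in cultured primary tumor cells of 2 mouse models of PDAC. PKP cells carried a Kras mutation with deletion of Trp53, and PKTP cells carried the same alleles with deletion of Tgif1, which encodes a homeodomain protein that represses transcription and restrains the TGF-beta pathway. Each group had 2 arrays. The comparison asks how the transcriptome of these tumor cells differs when Tgif1 is lost.

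Tgif1 was read first, as the gene whose conditional alleles set the PKTP titles apart. Its level was 9.81 and 9.99 on the PKP arrays and 5.13 and 4.95 on the PKTP arrays (log2), a mean of 9.90 ± 0.13 (SD, n = 2) against 5.04 ± 0.13 (SD, n = 2). Tgif1 (chromosome 17, 70844205 to 70853532, mm10) was thus 29.1-fold lower in PKTP cells, with a log2 fold change of −4.86 ± 0.12 (SE) and an adjusted p of 0.00128 by limma. Without PKTP replicate 1 or 2 the adjusted p was 0.0519 or 0.054, with a change of −4.95 or −4.77. Over all alternatives it ran from 2.59e-05 to 0.054. Where the Tgif1 probe set lies relative to the deleted part of the gene was not analysed here, so these values give the transcript signal and do not check the deletion itself. Trp53 and Kras were not analysed here.

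Of 47 matrix genes 30 rose, 4 fell and 13 did not pass in PKTP cells, of 21 contractile genes 14 rose, 2 fell and 5 did not pass, and of 33 genes of gastric mucous cells 22 fell, none rose and 11 did not pass. Camera called the first 2 lists higher and the third lower, and none of these calls held with an estimated correlation (adjusted p = 0.17, 0.17 and 0.223). For the contractile genes the estimated correlation was −0.018, below the preset 0.01, so a higher correlation did not end that call. By the probe set used, the gene with the largest rise was Etv1, an ETS family transcription factor (chromosome 12, 38780082 to 38870483), which went from 3.44 ± 0.13 to 8.69 ± 0.07 (log2, SD, n = 2 each), 38.0-fold. With the mean of its probe sets Etv1 rose by 4.28, less than Has2 (5.22 ± 0.17, SE). Has2, a hyaluronan synthase (chromosome 15, 56665627 to 56694546), rose 37.3-fold from 3.69 ± 0.26 to 8.91 ± 0.16 (log2, SD, n = 2 each). The gene with the largest fall was Muc5ac, a secreted gel-forming mucin of the stomach surface (chromosome 7, 141788958 to 141819227), which was 241-fold lower, at 11.86 ± 0.05 in PKP and 3.95 ± 0.41 in PKTP cells (log2, SD, n = 2 each). Tff1, a trefoil peptide secreted with it, was 125-fold lower, from 12.55 ± 0.01 to 5.58 ± 0.03 (log2, SD, n = 2 each).

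Over 19938 genes with 1 probe set each, 2679 rose and 2592 fell in PKTP cells at an adjusted p under 0.05 by limma. These 5271 genes are 26.4% of those tested, and the median size of their change was 0.78 on the log2 scale. A change of at least 2-fold was seen in 1050 of the risen and 793 of the fallen genes, and of at least 16-fold in 24 and 35. At the study's thresholds, at least 2-fold with an unadjusted p under 0.05, 1051 genes were higher and 804 lower, and among all annotated probe sets 1142 and 881. The groups did not overlap in 13107 genes (65.7%, where chance gives 33.3% for 2 arrays against 2). The arrays of 1 group were very alike: over genes Pearson's r was 0.997 between the PKP arrays and 0.998 between the PKTP arrays, and 6 and 4 genes differed at least 2-fold within a group, against 1841 to 1972 between arrays of different groups. With 1 array left out the spread rests on the other group alone. Without PKP replicate 1 or 2, 1420 or 1227 genes passed, and without either PKTP array 0 passed by limma, although 3138 rose and 3200 fell at an unadjusted p under 0.05 without replicate 1, and 3143 and 3022 without replicate 2. The methods' t-test called 496 risen and 440 fallen genes after Benjamini-Hochberg adjustment, and 1036 and 780 at the study's thresholds.

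The 12 genes with the largest rise were Etv1, Has2, Ifitm3, Fstl1, Acta2, Tmem47, Rhoj, Ctla2a, Piezo2, Ccbe1, Adamtsl3 and Reg3b, with log2 fold changes from 5.25 down to 4.50 and adjusted p from 0.00123 to 0.00211. Ifitm3, an interferon-induced membrane protein, went from 5.56 ± 0.41 to 10.68 ± 0.15 (log2, SD, n = 2 each). Fstl1, a secreted glycoprotein, rose by 5.11 ± 0.14, Acta2, smooth muscle actin, by 5.07 ± 0.11, Rhoj, a Rho GTPase, by 4.93 ± 0.12 and Piezo2, a mechanically gated ion channel, by 4.82 ± 0.13 (log2, SE). The probe sets of a gene did not always give the same size. The second Etv1 probe set rose by 3.32 ± 0.29, or 10.0-fold, where the one used rose by 5.25 ± 0.10. The other Piezo2 probe sets rose by 5.12 ± 0.27 and 4.28 ± 0.09 (log2, SE).

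The 12 genes with the largest fall were Muc5ac, Tff1, Clca1, Anxa10, Gkn2, Tff2, Adh7, Cstdc2, Avil, Il5ra, Aldh1a7 and Sult1d1, with log2 fold changes from −7.91 to −5.36 and adjusted p from 0.00123 to 0.00225. Among them Clca1, a secreted protein of mucous cells, was 90.1-fold lower, Anxa10, an annexin of the gastric epithelium, 77.2-fold and Tff2, the trefoil peptide of mucous neck cells, 62.2-fold. Gkn2, a gastrokine, and Il5ra stood at 2.82 and 2.47 in PKTP cells, below the lower quartile of all probe sets (3.10), so their ranks rest on values near background. Set against that quartile, they were at least 62.1-fold and 27.4-fold lower. Adh7, an alcohol dehydrogenase of the stomach, was 46.2-fold lower and Avil, the actin-binding protein advillin, 44.5-fold. The 8 genes the study names as higher and the 7 it names as lower passed here in the stated direction (8 and 7 when adjusted over the list alone), with medians of 5.09 and −6.27. Camera called both lists (adjusted p = 1.75e-09 and 5.11e-09; adjusted p = 0.188 and 0.17 with an estimated correlation). The study chose them on these arrays, so they are not independent evidence.

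**Figure D1:**
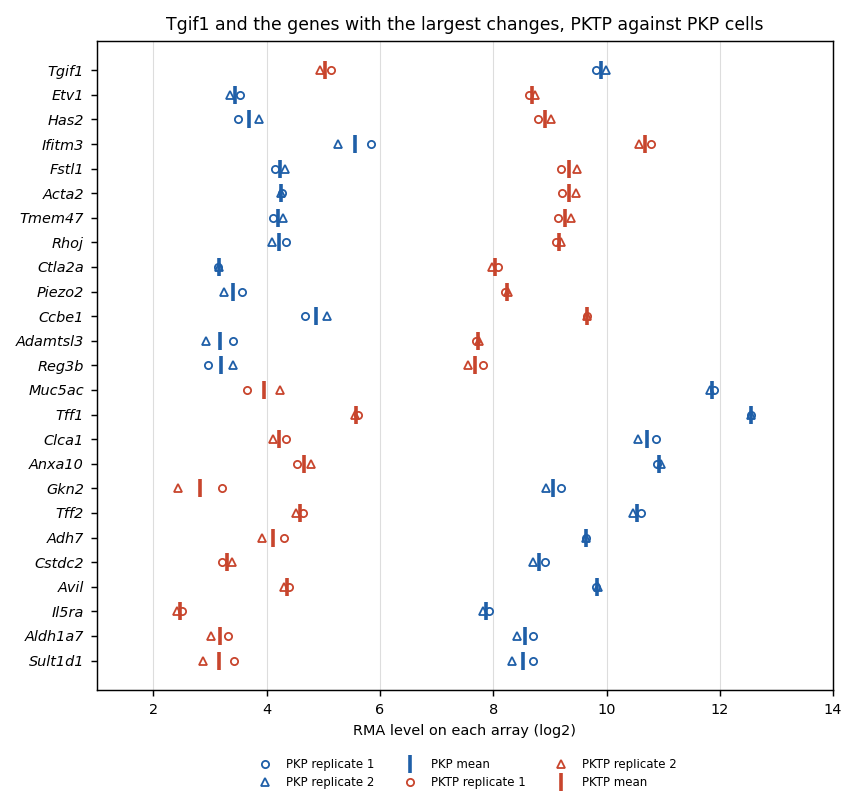
RMA level (log2) on each of the 4 arrays for Tgif1, the 12 genes with the largest rise and the 12 with the largest fall; circles and triangles are replicates 1 and 2, bars are group means. In each of these genes the 2 PKP arrays (blue) lie apart from the 2 PKTP arrays (red), with differences of the group means from 4.50 for Reg3b, the smallest in size, to −7.91 for Muc5ac, the largest.

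Genes of the gastric surface and of mucous cells fell as a group. Some of them, such as Muc5ac and Tff1, are genes the study named as lower on these arrays. Of 33 measured genes 22 fell and none rose, with a median log2 fold change of −1.23 (22 fell when adjusted over the list alone). Beyond the genes above, Muc5b, Sult1c2, Tff3 and Cldn18 were among them, at −5.22 ± 0.09, −4.04 ± 0.10, −3.63 ± 0.13 and −3.60 ± 0.12 (SE). Camera called the list lower (adjusted p = 3.17e-11; adjusted p = 0.223 with an estimated correlation). Of 23 transcription factors of endoderm and pancreas 10 fell and 5 rose (14 and 5 when adjusted over the list alone), with a median of −0.46. Sox17 fell by 3.31 ± 0.15, Gata4 by 1.84 ± 0.07, Foxa1 by 1.59 ± 0.13 and Hnf4g by 1.44 ± 0.21 (log2, SE), whereas Nkx2-2, Sox9, Nkx6-1, Tox3 and Prox1 rose, by 0.84 to 1.41. This list was called lower at an adjusted p of 0.0328, and the call was lost without PKP replicate 1 (0.0569), with median centring (0.0504), with a preset correlation of 0.05 (0.135) and with an estimated correlation (adjusted p = 0.393), in a range over all alternatives from 0.018 to 0.393.

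Epithelial genes fell and mesenchymal genes rose, but not all of them. Of 35 junction, keratin and epithelial regulator genes 19 fell and 3 rose (20 and 3 when adjusted over the list alone), with a median of −0.51. Elf3, an epithelial transcription factor, was 2.83-fold lower. The tight junction gene Cldn3 fell by 1.33 ± 0.13, Lsr by 1.33 ± 0.08 and Cdh1, E-cadherin, by 1.04 ± 0.08 (log2, SE). Ehf, Cldn4 and Epcam rose, by 1.70 ± 0.14, 1.24 ± 0.11 and 0.97 ± 0.09. Camera called the list lower (adjusted p = 7.71e-06; adjusted p = 0.17 with an estimated correlation). Of 29 mesenchymal genes 22 rose and 1 fell (23 and 1 when adjusted over the list alone), with a median of 1.37. Thbs1 rose by 4.46 ± 0.12, Tnc by 4.18 ± 0.08 and Cdh2, N-cadherin, by 1.21 ± 0.08. Among the transcription factors of epithelial-mesenchymal transition Snai1 rose by 0.70 ± 0.08 and Zeb1 by 0.39 ± 0.08 (adjusted p = 0.0451), and Snai2, the gene that fell, dropped by 1.73 ± 0.10. Snai2 lies on chromosome 16, as do Fstl1, Tfrc, Slc51a and Crebbp, and the genes of that chromosome had a median of −0.34. Among the alternatives that ended the Zeb1 call were median centring (adjusted p = 0.0627), the methods' t-test (0.107) and any 1 array left out (0.135 and 0.172 without PKP replicate 1 and 2, 0.138 and 0.183 without PKTP replicate 1 and 2), in a range over all alternatives from 0.00962 to 0.183. Twist1 (0.46 ± 0.11, adjusted p = 0.0599) and Vim (0.15 ± 0.07, adjusted p = 0.247) did not pass, and Vim stood at 12.43 in PKP cells already. Camera called the mesenchymal list higher (adjusted p = 2e-11; adjusted p = 0.203 with an estimated correlation). Of 15 fibroblast markers 2, Pdgfrb and Postn, rose in the same cells (2 when adjusted over the list alone), with a list median of 0.17 and a median level of 4.10 in PKTP cells (adjusted p = 0.204).

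Extracellular matrix and TGF-beta genes rose with them. The study had already drawn a matrix category from these arrays. Of 47 matrix genes 30 rose and 4 fell (31 and 4 when adjusted over the list alone), with a median of 0.83. The largest rises were those of Thbs1, Tnc, Vcan (3.71 ± 0.13) and Col12a1 (3.36 ± 0.14), and the fallen genes were Fbln1, Lama5, Lamc1 and Plaur, by 0.34 to 0.97. Mmp2, Mmp9 and Col1a1 rose by 0.83 ± 0.07, 0.88 ± 0.13 and 0.79 ± 0.10. For Mmp9 (adjusted p = 0.0184) the alternatives that ended the call included the methods' t-test (0.126) and any 1 array left out (0.0962 and 0.0766 without PKP replicate 1 and 2, 0.115 and 0.0951 without PKTP replicate 1 and 2), in a range over all alternatives from 0.00324 to 0.126. Camera called the list higher (adjusted p = 8.63e-11; adjusted p = 0.17 with an estimated correlation). Of 28 TGF-beta ligands, receptors, Smads and corepressors 19 rose and 2 fell (22 and 3 when adjusted over the list alone), with a median of 0.64. The ligand gene Tgfb3 rose by 3.09 ± 0.08, the latency protein genes Ltbp2 and Ltbp1 by 2.14 ± 0.08 and 1.54 ± 0.08, the receptor gene Tgfbr3 by 1.25 ± 0.08 and Tgfb1 by 0.82 ± 0.12, and Smurf1 and Acvr2a fell. Of 22 genes known to be induced by TGF-beta 16 rose and 2, Itgb6 and Cdkn2b, fell (20 and 2 when adjusted over the list alone), with a median of 1.08. Il11 rose by 4.09 ± 0.15, Lmcd1 by 3.90 ± 0.08 and Ccn2 by 2.46 ± 0.08. Camera called both TGF-beta lists higher (adjusted p = 1.14e-06 for the components and 1.75e-09 for the targets; adjusted p = 0.223 and 0.17 with an estimated correlation).

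Contractile genes and targets of serum response factor rose as well: 14 of 21 rose and 2, Tpm2 and Des, fell (15 and 2 when adjusted over the list alone), with a median of 1.05. Besides Acta2 and Ccn2, Ccn1 rose by 2.43 ± 0.09 and Cnn1, calponin, by 2.10 ± 0.17. Camera called the list higher (adjusted p = 1.27e-06; adjusted p = 0.17 with an estimated correlation). Of 17 Rho GTPase genes 5 rose and 4 fell (7 and 4 when adjusted over the list alone), with a median of 0.25, and the list was not called (adjusted p = 0.15). Rhoj, Rhob (1.89 ± 0.07), Rhoq (1.54 ± 0.08), Rhou and Rhoc rose, and Rhof (−2.10 ± 0.13), Rnd3, Rac3 and Rnd1 fell.

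The hyaluronan genes moved at a few of their steps. Of 23 genes of hyaluronan synthesis, turnover and binding 7 rose and 2 fell (7 and 3 when adjusted over the list alone). Besides Has2, these were Vcan, the receptor gene Layn (2.39 ± 0.07), the synthase gene Has3 (2.20 ± 0.28), Hmmr, Cd44, the principal receptor, at 1.11 ± 0.09, and Cemip2. The fallen genes, Gfpt1 (−1.20 ± 0.10) and Ugdh (−1.04 ± 0.07), encode enzymes that supply the sugar nucleotides from which hyaluronan is built. The list median was 0.08 and its mean 0.62, and camera did not call it (adjusted p = 0.169). Among 16 genes used as cancer stem cell markers 9 rose and 3 fell (9 and 3 when adjusted over the list alone), with a median of 0.94. Lgr5, Dclk1, Nes (1.99 ± 0.08), Prom1 (1.59 ± 0.08), Sox2 (1.56 ± 0.10) and Cd44 rose, Klf4 (−3.90 ± 0.13), Aldh1a1 (−3.71 ± 0.12) and Myc fell, and Nanog stood at 3.21 in both groups (adjusted p = 0.984). Camera called this list higher (adjusted p = 0.00751; adjusted p = 0.393 with an estimated correlation).

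**Figure D2:**
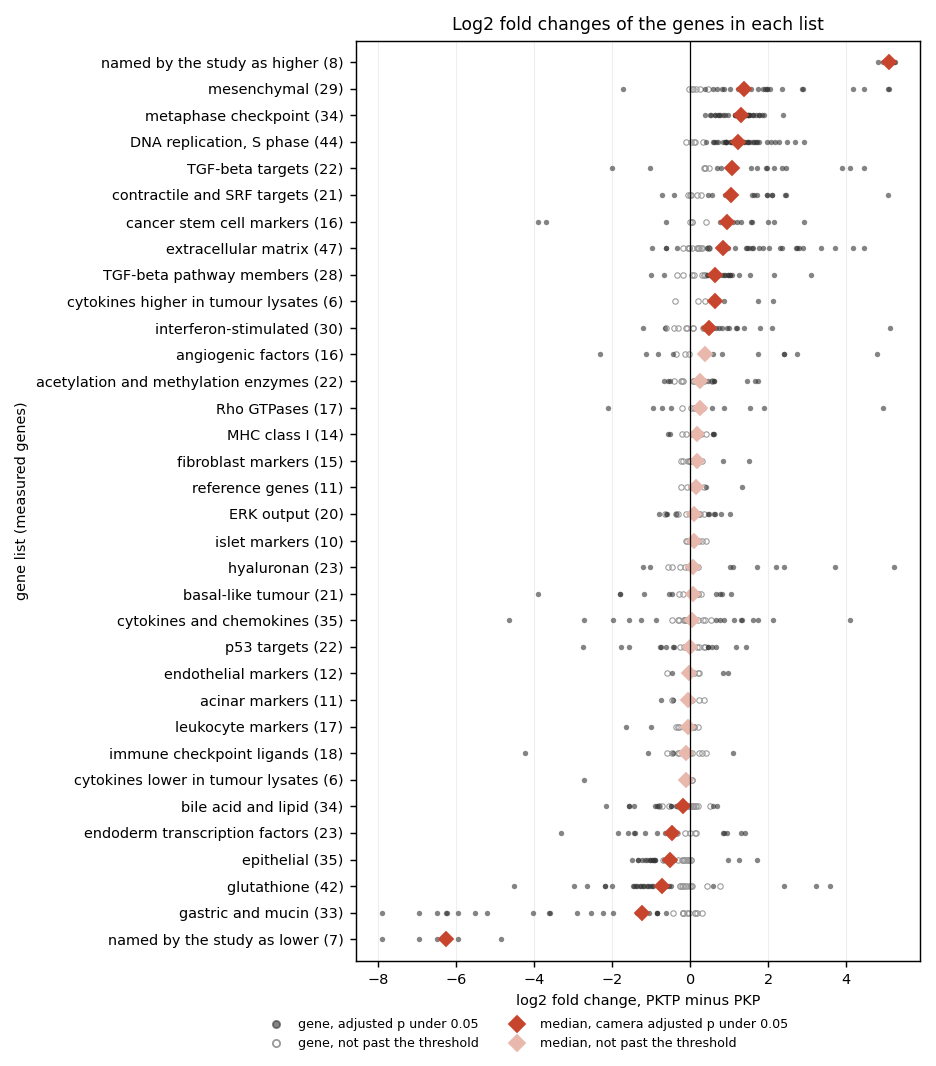
Log2 fold change (PKTP minus PKP) of each measured gene in the 34 lists tested, ordered by list median; filled points passed an adjusted p of 0.05, open points did not, and diamonds are list medians, dark red where camera called the list and pale where it did not. Lists of the cell cycle, mesenchyme and matrix lie to the right (medians 0.83 to 1.37), and the gastric, glutathione and epithelial lists to the left (medians −1.23 to −0.51).

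Cell cycle genes rose, in categories that the study had already drawn from these arrays. By its proliferation assay the study saw no significant effect of TGIF1 loss on growth of the mouse tumor cells in culture. Growth was not measured here. All 34 measured genes of the spindle and metaphase checkpoint rose (34 when adjusted over the list alone), by 0.37 to 2.38 with a median of 1.31, with the kinetochore genes Nuf2 (2.38 ± 0.08), Cenpi (1.88 ± 0.12) and Spc24 (1.85 ± 0.09) in front, followed by Aurkb, a mitotic kinase (1.76 ± 0.12). Of 44 genes of DNA replication and early S phase 39 rose and none fell (40 rose when adjusted over the list alone), with a median of 1.23. Rrm2, a subunit of ribonucleotide reductase, rose by 2.91 ± 0.08, the primase subunit gene Prim1 by 2.69 ± 0.14, Ccne2, cyclin E2, by 2.49 ± 0.20 and Pola1, a DNA polymerase alpha subunit, by 2.27 ± 0.14. E2f2, Gins4, Rfc4, Rpa3 and Dbf4 did not pass, with changes from −0.10 to 0.31. Camera called both lists higher (adjusted p = 1.41e-18 for each; adjusted p = 0.17 for each with an estimated correlation). Dnmt1, the maintenance DNA methyltransferase, its partner Uhrf1 and the histone acetyltransferase gene Hat1 rose by 1.66 ± 0.08, 1.73 ± 0.12 and 1.46 ± 0.11. Of the 22 acetylation and methylation enzymes 7 rose and 3, Hdac8, Crebbp and Hdac4, fell (11 and 4 when adjusted over the list alone), with a median of 0.26 and no call (adjusted p = 0.0954). Crebbp, at −0.57, lies on chromosome 16, whose genes had a median of −0.34. Hdac2 rose by 0.61 ± 0.10, and Hdac1 did not pass (0.33 ± 0.10, adjusted p = 0.1). Among the alternatives that ended the Hdac2 call (adjusted p = 0.0275) were the methods' t-test (0.128) and any 1 array left out (0.124 and 0.139 without PKP replicate 1 and 2, 0.0842 and 0.116 without PKTP replicate 1 and 2), in a range over all alternatives from 0.00486 to 0.139.

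Glutathione genes fell. Of 42 genes of glutathione synthesis and use 26 fell and 4 rose (27 and 5 when adjusted over the list alone), with a median of −0.73. Slc7a11, the cystine importer that feeds glutathione synthesis, fell by 4.53 ± 0.09 (23.2-fold), from 11.32 ± 0.11 to 6.78 ± 0.01 (log2, SD, n = 2 each), and Chac1, which degrades glutathione, by 2.98 ± 0.12. The secreted peroxidase gene Gpx3 (3.58 ± 0.13), Gpx8 (3.22 ± 0.09), Ggct (2.41 ± 0.11) and Anpep (0.58 ± 0.11) rose. Camera called the list lower (adjusted p = 1.14e-06; adjusted p = 0.17 with an estimated correlation). Of 34 genes of bile acid, glucose and lipid metabolism 10 fell and 2, Fgfr4 and Acaca, rose (11 and 3 when adjusted over the list alone), with a median of −0.18. Pparg, a nuclear receptor of lipid storage, fell by 2.15 ± 0.08, and the transporter genes Slc51a and Abcc3 and the lipoprotein receptor gene Vldlr by 1.58 ± 0.15, 1.56 ± 0.07 and 1.44 ± 0.09. This list was called lower at an adjusted p of 0.0191, and the call was lost with probe sets below the median level left out (0.117), with a preset correlation of 0.05 (0.132) and with an estimated correlation (adjusted p = 0.244), in a range from 0.0121 to 0.244.

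Genes of the exchange with immune cells moved in both directions. Of 18 immune checkpoint ligands and related surface molecules 3 fell and 1 rose (4 and 2 when adjusted over the list alone). Nt5e, which makes adenosine outside the cell, fell by 4.23 ± 0.09, Cd274, the ligand PD-L1, by 1.07 ± 0.09 and Pvr by 0.44 ± 0.08, and Entpd1, which acts upstream of Nt5e, rose by 1.09 ± 0.09. The list had a median of −0.10 and was not called (adjusted p = 0.225). Cd274 stood at 6.61 ± 0.01 in PKP and 5.53 ± 0.10 in PKTP cells (log2, SD, n = 2 each), measured in cultured cells. Its call (adjusted p = 0.00562) was lost with the methods' t-test (0.0641) and with any 1 array left out (0.0565 and 0.0595 without PKP replicate 1 and 2, 0.066 and 0.0642 without PKTP replicate 1 and 2), in a range over all alternatives from 0.000486 to 0.066. The Pvr call (adjusted p = 0.0293) was lost under alternatives that included the methods' t-test (0.0727) and any 1 array left out (0.109 and 0.133 without PKP replicate 1 and 2, 0.127 and 0.146 without PKTP replicate 1 and 2), in a range from 0.00467 to 0.146. Among 17 leukocyte markers Mrc1 (−1.64 ± 0.08) and Laptm5 (2.01-fold lower) fell with it. Of 14 genes of MHC class I presentation 3, Erap1, Tapbp and Calr, rose and 2, H2-Q4 and Tap2, fell (4 and 2 when adjusted over the list alone), with a median of 0.17 and no call (adjusted p = 0.224). Of 30 interferon-stimulated genes 12 rose and 2, Oasl1 and Mx1, fell (19 and 3 when adjusted over the list alone), with a median of 0.47. Ifitm3, Ifit2 (2.10 ± 0.19), Herc6 (1.80 ± 0.16) and Oasl2 (1.38 ± 0.15) led the rise, and camera called the list higher (adjusted p = 0.000543; adjusted p = 0.393 with an estimated correlation).

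Among 35 cytokine and chemokine genes 10 rose and 6 fell (11 and 7 when adjusted over the list alone), with a median of 0.04 and no call (adjusted p = 0.485). Ccl20 fell by 4.66 ± 0.14 (25.2-fold) and Cxcl5 changed by −2.73 ± 0.17, while Il11 rose by 4.09 ± 0.15 and Csf1, the macrophage growth factor, by 2.11 ± 0.13. Of 6 genes listed for the cytokines described as higher in PKTP tumor lysates, Csf1, Cxcl12 (1.75 ± 0.08) and Ccl2 (0.87 ± 0.14) rose and none fell (4 rose and 1 fell when adjusted over the list alone), with a median of 0.63. The Ccl2 call (adjusted p = 0.023) was lost under alternatives that included the methods' t-test (0.143) and any 1 array left out (0.0617 and 0.0928 without PKP replicate 1 and 2, 0.119 and 0.149 without PKTP replicate 1 and 2), in a range over all alternatives from 0.00383 to 0.149. Camera called that list at an adjusted p of 0.0313, and the call was lost on ranks (0.051), with a preset correlation of 0.05 (0.0575) and with an estimated correlation (adjusted p = 0.393), in a range from 0.0193 to 0.393. Of 6 genes listed for those described as lower (Il1a, Il1b, Il12a, Il12b, Tnf and Cxcl5), Cxcl5 fell and none rose (1 fell when adjusted over the list alone), with a median of −0.11 (adjusted p = 0.377). Of 16 angiogenic and lymphangiogenic factors 8 rose and 4 fell (8 and 4 when adjusted over the list alone), with a median of 0.38 and no call (adjusted p = 0.208). Ccbe1 rose by 4.78 ± 0.16, Nrp1 by 2.74 ± 0.15, Pgf by 2.41 ± 0.13 and Vegfc, a growth factor of lymphatic vessels, by 2.40 ± 0.11, and Vegfa fell by 0.84 ± 0.10.

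The remaining lists showed no common direction by camera. Of 21 genes that mark basal-like pancreatic tumors 4 rose and 6 fell (5 and 7 when adjusted over the list alone), with a median of 0.06 and a mean of −0.27 (adjusted p = 0.731). Dhrs9 fell by 3.89 ± 0.13, Scel and S100a14 by 1.80 ± 0.10 and 1.79 ± 0.10, and Krt14 by 1.18 ± 0.10, while Cst6, Itga3, Itgb4 and Anxa8 rose. Of 20 transcripts that follow ERK activity 6 rose and 4 fell (8 and 7 when adjusted over the list alone), with a median of 0.10 (adjusted p = 0.543). Hbegf rose by 1.01 ± 0.08 and Etv4 by 0.79 ± 0.11, and Phlda1 fell by 0.80 ± 0.09. Of 22 genes known to be induced by Trp53, deleted by design in both groups, 6 rose and 8 fell (7 and 8 when adjusted over the list alone), among them Sesn2 (−2.75 ± 0.10), Btg2 (−1.77 ± 0.09), Trp53inp1 (−1.58 ± 0.10) and Fas (1.42 ± 0.11), with a median of −0.00116 (adjusted p = 0.731). Of 11 reference genes Tfrc (1.33 ± 0.09) and Pgk1 (0.41 ± 0.08) rose and 9 did not pass (3 rose when adjusted over the list alone), with a median of 0.15 (adjusted p = 0.135).

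Few markers of other cell types passed. Of 17 leukocyte markers Mrc1 (−1.64 ± 0.08, from 6.44 to 4.80) and Laptm5 fell and none rose (2 fell when adjusted over the list alone), with median levels of 3.77 in PKP and 3.57 in PKTP cells (adjusted p = 0.223). Of 12 endothelial markers Eng (0.97 ± 0.09) and Kdr (0.84 ± 0.11) rose and Tek (−0.47 ± 0.09) fell (2 and 2 when adjusted over the list alone, adjusted p = 0.72), with a median of −0.02 and a mean of 0.08. Of 11 acinar markers Cela1 (−0.74 ± 0.09) and Bhlha15 (−0.44 ± 0.08) fell (2 when adjusted over the list alone, adjusted p = 0.502). None of 10 islet markers passed (0 when adjusted over the list alone, adjusted p = 0.38), the largest change being that of Slc30a8 (0.41 ± 0.10, adjusted p = 0.0643). Xist was high in both groups, at 10.12 and 10.68, and rose by 0.56 ± 0.08 (1 of 4 genes on the list of sex differences when adjusted over the list alone), while the Y-linked genes Kdm5d, Uty and Eif2s3y lay at 1.45 to 2.53 in both and did not pass.

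**Figure D3:**
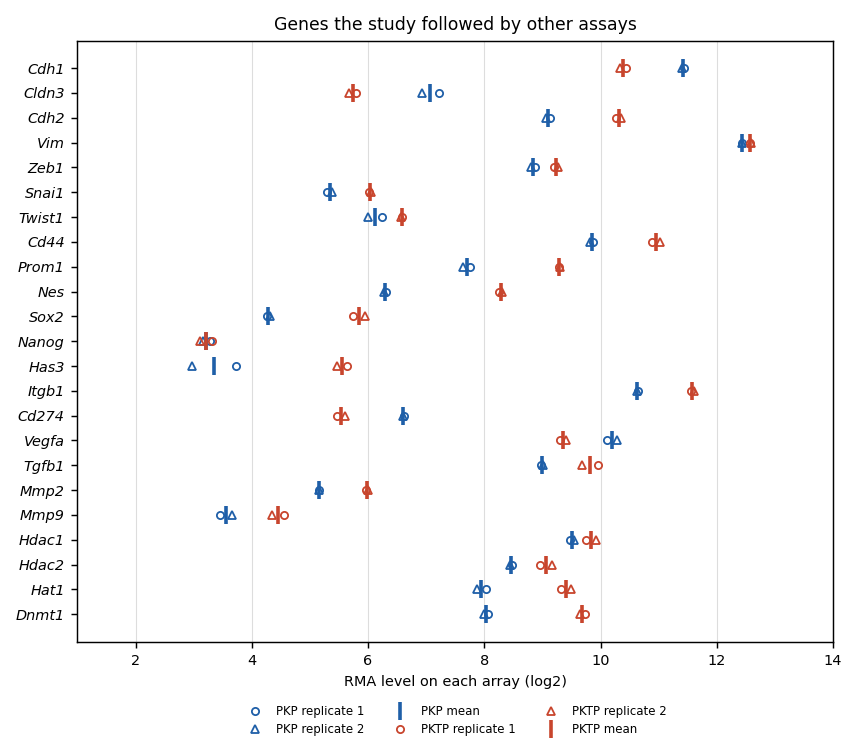
RMA level (log2) on each of the 4 arrays for 23 of the genes that the study followed by other assays; circles and triangles are replicates 1 and 2, bars are group means. Cd44, Prom1, Nes, Sox2, Itgb1, Tgfb1, Hat1 and Dnmt1 were higher in PKTP cells (red), Cdh1, Cldn3, Cd274 and Vegfa were lower, and Nanog stood at 3.21 in both groups.

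Of the genes that the study followed by other assays and that are not described above, Itgb1, the integrin beta 1 subunit, rose by 0.95 ± 0.07 (adjusted p = 0.00504), from 10.63 ± 0.01 to 11.58 ± 0.03 (log2, SD, n = 2 each). Il15ra did not pass (0.38 ± 0.11, adjusted p = 0.0922). Not every transcript moved as the protein the study describes. It reports less integrin beta 1, HDAC1 and HDAC2 and more Nanog and vimentin protein in PKTP cells, and high VEGFA staining in PKTP tumors. Here Itgb1 and Hdac2 rose, Hdac1, Nanog and Vim did not pass and Vegfa fell. Others, such as Cdh1, Cdh2 and Cd44, moved in the direction of the protein. The arrays measured RNA and not protein.

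The calls of single genes rest on all 4 arrays. Without either PKTP array each call was lost by limma, and 33 of the named genes lost theirs without either PKP array too, with adjusted p from 0.0514 to 0.183 over the arrays left out. These were Bhlha15, Calr, Ccl2, Cd274, Cd44, Cdh1, Cela1, Col1a1, Egr1, Eng, Entpd1, Erap1, Etv4, H2-Q4, Hbegf, Hdac2, Hdac8, Itgb1, Kdr, Laptm5, Mmp2, Mmp9, Pgk1, Phlda1, Postn, Pvr, Snai1, Tapbp, Tek, Tgfb1, Vegfa, Xist and Zeb1. Foxa1 also lost its call without PKP replicate 1 (adjusted p = 0.0519, in a range over all alternatives from 0.000513 to 0.0829), and Hat1, Krt14 and Tfrc without PKP replicate 2 (0.053, 0.0545 and 0.0533, in ranges from 0.000387 to 0.0717, 0.00049 to 0.0751 and 0.000303 to 0.062). The intensity trend ended the calls of Tek and Bhlha15 (0.0587 and 0.055, in ranges from 0.0121 to 0.163 and 0.00818 to 0.141), and median centring that of Pgk1 (0.0584, in a range from 0.00431 to 0.168). Among the genes above, Postn and Ifit2 in PKP cells (2.87 and 3.07) and Mx1 in PKTP cells (2.91) also lay below the lower quartile of 3.10, near background.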

Values the study reported

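From these arrays the study reported 2069 genes that differed more than 2-fold between PKTP and PKP cells, 1176 of them upregulated and 893 downregulated. It gave a 37.96-fold increase for Etv1 and a 37.33-fold increase for Has2. For Muc5ac it gave a 240.62-fold decrease, and for Tgif1 a 29.09-fold decrease.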

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

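The split of probe sets without a symbol at the number of the first annotated one was chosen after the data were seen. Some signal lay in probe sets with no gene symbol in the annotation used, which none of the comparisons by gene use. Outside the block of 6617 with the lowest numbers, 311 of 5529 such probe sets rose and 316 fell in PKTP cells at an adjusted p under 0.05 by limma, above or below their level in PKP cells. Some of these share their values on all 4 arrays: the 311 hold 299 and the 316 hold 259 distinct sets of values, and 50 fallen probe sets repeat a single one, a change of −1.96 from 6.10 to 4.14. The largest changes were a fall by 3.96 ± 0.16 of probe set 10608638, from 9.58 to 5.62, and a rise by 3.69 ± 0.13 of probe set 10502156, from 3.36 to 7.05 (log2, SE). Their genes were not analysed here.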

How the results depend on the processing

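None of the 5271 calls by gene turned its sign under any alternative that still called it, and 5050 to 5271 were kept by quantile normalization, median centring, the trend with a robust prior, the mean of a gene's probe sets, the test of probe sets with 1 symbol alone and, an alternative chosen after the data were seen, leaving out the probe sets with the lowest numbers. Filters on dim probe sets kept all 5187 and 4652 calls that they left in the test. The methods' t-test called 496 risen and 440 fallen genes and kept 856 of the calls, because it does not pool the variance of probe sets. With the replicate block 1769 genes rose and 1576 fell, of which 3304 were among the 5271, and no other count or list moved past its bound. The block leaves fewer residual degrees of freedom than the 2 of the main fit, which by itself costs calls. Whether anything else contributed was not tested. Same-numbered arrays deviated from their group means with a correlation of 0.007 over all probe sets, so the numbers do not pair the arrays. With 1 array left out, the risen genes ran from 0 to 821 and the fallen genes from 0 to 599 (fewer samples), and Tgif1 ranged from −4.95 to −4.77, weaker without either PKTP array (adjusted p 0.0519 without replicate 1 and 0.054 without replicate 2, in a range over all alternatives from 2.59e-05). The counts of 0 are those of limma without PKTP replicate 1 or 2, where 3138 and 3143 genes rose and 3200 and 3022 fell at an unadjusted p under 0.05. Genes past the study's thresholds stayed within 1.5 times under every alternative except the fold itself: 2018 rose and 1860 fell at 1.5-fold, and 266 and 225 at 4-fold.

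Of 34 lists, 11 were called higher and 6 lower, and with a correlation estimated from 4 arrays 0 and 0 were called by camera (9 at an unadjusted p under 0.05), against 29 at that unadjusted p by fry, which does not compare a list with other genes. A preset correlation of 0.05 ended 3 calls, ranks 1, median centring 1, the median filter 1 and leaving out PKP replicate 1 another. The median filter left 27 lists large enough to test, 10 called higher and 5 lower, as the list of cytokines higher in PKTP lysates, called before, was among the 7 not tested, and the filter at the 25th percentile left 33. No list was gained or reversed where it was tested. Of the 145 named genes other than Tgif1, those of the 2 lists added later included, the block ended 13 calls (Zeb1, Hdac2, Mmp9, Pvr, H2-Q4, Ccl2, Egr1, Pgk1, Kdr, Tek, Laptm5, Bhlha15 and Xist), the intensity trend 2 (Tek and Bhlha15), median centring 2 (Zeb1 and Pgk1), the methods' t-test 80 and leaving out PKP replicate 1 or 2 34 or 36 and either PKTP array 138, and Twist1, Hdac1, Il15ra, Slc30a8 and Vim passed under some alternatives. Signal over background limits genes near the lower quartile of 3.10, where a change is understated.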

Other observations

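The ATF4 and NRF2 lists, the comparison of chromosomes and the use of each test to weigh an explanation were chosen after the data had been seen, whereas the scaling alternatives and the interferon, fibroblast and leukocyte lists had been fixed before. Genes known to be induced by ATF4, the transcription factor of the amino acid and integrated stress response, fell in PKTP cells: 24 of 24 measured genes of a list drawn up from general knowledge after the values were known fell and none rose (24 when adjusted over the list alone), with a median log2 fold change of −1.47. Trib3 fell by 4.05 ± 0.13, Aldh1l2, a mitochondrial folate enzyme, by 3.42 ± 0.11 and Cth, which makes cysteine, by 3.35 ± 0.11 (SE). Camera placed the list lower (adjusted p = 2.53e-15; adjusted p = 0.2 with an estimated correlation), but the members were chosen with the values known, so neither the count nor this p is independent evidence. Genes known to be induced by NRF2, the regulator of the antioxidant response, fell in 18 of 26 cases and none rose (19 fell when adjusted over the list alone), with a median of −0.94. Cbr3, a carbonyl reductase gene on chromosome 16, fell by 4.38 ± 0.09, Aldh3a1 by 3.62 ± 0.08 and Hmox1, heme oxygenase, by 2.51 ± 0.12. Camera placed this list lower as well (adjusted p = 2.84e-09; adjusted p = 0.152 with an estimated correlation), with the same limit, and Slc7a11 belongs to both lists.

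Genes on chromosome 16 were lower in PKTP cells as a block. Over 312 genes at or above the median level, the median log2 fold change was −0.32 relative to the 9958 such genes of all chromosomes, 72.1% lay below the overall median, and the 4 array pairs gave −0.33 to −0.30. Random placing of single genes did not reach it: 10000 permutations of gene positions gave p = 0.0001 over 20 chromosomes, the smallest they can give. Neighboring genes are not independent, and several other chromosomes passed the same test, so this p does not exclude chance. In 3 parts with 104 genes each, from 3744099 to 98082439 (mm10), the medians were −0.286, −0.316 and −0.367, so that a candidate explanation is fewer copies of the whole chromosome in the PKTP cultures; 12 windows of 25 genes had uneven medians, from −0.48 to −0.08 (84827871 to 91646972), a range reached in random orders of these genes with a permutation p of 0.294, which neither shows an even loss nor excludes one. DNA was not measured here, and a difference that came with Tgif1 loss and one between the cultures that supplied each group remain open, as genotype and culture go together in this design.

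As a whole the other chromosomes moved less, but several passed the same test. Single windows of 25 genes on some of them moved as far as those of chromosome 16. Among all 389 windows the highest medians included 0.61 on the X chromosome (104482803 to 136172251) and 0.49 on chromosome 1 (134962565 to 143702893). The low ones included −0.45 on chromosome 6 (135137519 to 146502258), against −0.48 on chromosome 16. These windows were picked for their size. Relative to all genes the X chromosome had a median of 0.24, chromosome 13 of 0.17 and chromosome 19 of −0.14 (permutation p = 0.0001 each, the smallest they can give). The median was 0.13 for chromosome 14 and −0.13 for chromosome 6 (permutation p = 0.0003 and 0.0008). For chromosomes 10, 15, 4 and 17 it was 0.11, 0.10, −0.09 and −0.09 (permutation p = 0.006, 0.0144, 0.0345 and 0.0423).

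Cd274 fell in PKTP cells, although the study describes more PD-L1 in PKTP tumors. The change nearest to 0 under quantile normalization and median centring was −1.08. The values were already quantile normalized and the array medians lay within 0.06 of each other, so these settings could change little. What scale difference is left between the arrays is small beside the change of Cd274. A shift of all transcripts cannot be seen in these values, so scaling as such was not tested. A general fall of interferon signaling, which would lower Cd274, is argued against by the interferon-stimulated genes, whose list was called higher with a median of 0.47 (adjusted p = 0.000543; adjusted p = 0.393 with an estimated correlation). Of its 30 genes 12 rose, 2 fell and 16 did not pass. The list does not tell kinds of interferon apart, so a fall of 1 kind stays open. The interferon receptor genes Ifngr2, Ifnar2 and Ifnar1 changed by −0.70, −0.53 and −0.48. They lie on chromosome 16, whose genes had a median of −0.34, and what their change does to Cd274 was not tested. Leukocytes in the PKP cultures stay open: Mrc1 fell from 6.44 to 4.80 and Laptm5 fell too, while 15 of 17 leukocyte markers did not pass and their median was −0.05. Cd274 lies on chromosome 19, in a window of 25 genes (27761721 to 34527474) with a median of −0.39 relative to all genes. That shift is smaller in size than the change of Cd274, and whether the location contributes was not tested. What also stays open, and was not tested, is that PD-L1 in tumors may be set by other cells and signals of the tissue.

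The mesenchymal and matrix genes could in principle have come from fibroblasts in the PKTP cultures. The 15 fibroblast markers as a set argue against it, since their median change was 0.167 with an SD of 0.43 over the markers, against a median of 1.37 for the mesenchymal genes. Among the markers Col1a2 and Col3a1 had changes of −0.03 and 0.17 (adjusted p = 0.825 and 0.23), but Pdgfrb (2.83-fold) and Postn (0.83 ± 0.13) rose, as did the matrix gene Col1a1 (0.79 ± 0.10). Other contractile cells that express Pdgfrb and Acta2, such as pericytes, were not tested and stay open. That the tumor cells themselves made these transcripts is a hypothesis, and a difference between the animals or cultures of origin remains as open as Tgif1 loss.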
